A study of Mus musculus with 6 samples.

How the data were processed

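Bone marrow mesenchymal stromal cells were sorted from Bmi1fl/fl and Prx1-Cre; Bmi1fl/fl mice, and cDNA was made by Smart-seq2, a full-length method for low RNA input without molecular identifiers, and made into libraries with the Nextera XT kit, which does not mark strand, for a HiSeq2500, per the labels' protocols. The submitters' processing notes name CASAVA, Trimmomatic 0.36, STAR 2.5.1a, DESeq2 1.18.1 and the builds mm10 and GRCm38, without their roles; the read counter, annotation and gene filter are not given in the sources used here. The authors deposited 1 table of FPKM values, reads scaled to gene length and to library depth, for 17294 genes in 6 libraries. Columns were matched to samples by name; 2 control columns, numbered 2 and 3, are called WT in the table and Ctrl in the sample titles. The replicate numbers come from the titles. Gene positions came from a RefSeq gene table of GRCm38.p6, which matched 17277 of the gene identifiers.

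Ratios of the deposited FPKM between libraries were whole-number ratios times 1 factor per library within a relative tolerance of 3e-12. Whole reads were recovered in this way, up to a common divisor per gene, for 100% of genes, and for 695 genes seen in 1 library the read number is ambiguous. The factors in the deposited values equalled median-of-ratios size factors computed from the recovered reads, and differed from total reads by up to 5.64%. Recovered totals ran from 6680823 to 8947875 reads. No pair of libraries of 1 group was a duplicate within sampling noise: the chi-square of their reads over its degrees of freedom was 13.6 or above. PCR reads are not independent molecules, so the 95% Wilson intervals of read shares cover counting error only.

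A count test had been fixed before the data were examined; because the values are FPKM, the fallback fixed with it was used. limma 3.58.1 (R 4.3.3) was fitted with trend to log2(FPKM + 1), with group as the only term, over the 12522 genes with at least 1 FPKM in at least 3 libraries, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Fold changes are on the log2(FPKM + 1) scale, which understates changes of low genes; folds in linear units are ratios of mean FPKM. Lists were tested with camera, competitive and two-sided, at a preset correlation of 0.01, and also with an estimated correlation and with fry. Single values per library were compared with exact two-sided permutation tests, which cannot go below 0.1. The script was tested on simulated data with changes seeded in real gene means (12525 genes tested): it called 36.7% of genes changed 2-fold, 89.4% at 4-fold, 98.0% at 8-fold and 97.8% at 16-fold, with 17 false calls among 171.

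Before the data were examined, 30 gene lists and the rule for named genes were fixed. The rule names Bmi1, Pparg, Cebpa, Adipoq, Lpl, Fabp4, Lepr, Cxcl12, Kitl, Runx2, Cdkn2a and Pax3. It adds up to 8 genes per direction with the largest change among those past the threshold, without overlap between groups, with an average log2 CPM of at least 3 and with a name other than a predicted gene's. It further adds up to 3 members past the threshold of each biological list, or the 1 with the smallest p where none passes, and the 2 most abundant members of each other list. Some genes that the rule names or that a test used are not reported here. Other list members were named after their values were seen. The mitochondrially encoded genes had 0 members in the table and were not analysed here. Alternatives fixed beforehand were upper quartile factors, no low-value filter, at least 10 CPM in 3 libraries, limma-voom with sample quality weights on recovered reads, a replicate block, a pseudocount of 0.1 and leaving out each library. Chosen after seeing the data were limma-voom without weights, TMM factors, the pan-haematopoietic and the erythroid mean as covariates, upper quartile factors for lists, and leaving out control 3 and Bmi1-deficient 1 together. Figures were drawn with matplotlib 3.10.9.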

Results

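RNA was measured in bone marrow mesenchymal stromal cells, the sorted non-haematopoietic cells that form the niche of blood stem cells. The 6 libraries came from C57BL/6 mice: 3 from Bmi1fl/fl controls and 3 from Prx1-Cre; Bmi1fl/fl mice, in which Cre is active in limb mesenchyme and its descendants. Bmi1 encodes a subunit of Polycomb repressive complex 1, which keeps developmental genes silent. The labels do not say whether each library came from a separate animal, so p-values measure the spread between these libraries, which may be technical. Controls 1, 2 and 3 held 7889338, 8947875 and 8262039 recovered reads, and the libraries labelled Bmi1-deficient 1, 2 and 3 held 6808451, 7475335 and 6680823. Depth was thus higher in every control library, with an exact two-sided permutation p = 0.1, the smallest that 3 against 3 allows.

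The targeted gene did not follow its label. Bmi1 (GRCm38 chromosome 2, 18677018 to 18686629) was at 10.4, 8.64 and 10.1 FPKM in the 3 control libraries and at 13.3, 17.3 and 18.7 FPKM in the 3 libraries labelled Bmi1-deficient. These values rest on 301, 274 and 327 reads against 358, 489 and 448 reads. The log2 fold change was 0.69 ± 0.18 (SE), and the limma test gave an adjusted p of 0.296 (0.00636 unadjusted). The file gives 1 value for the whole gene, which may include exons outside the deleted part, so it does not check the deletion. Every direction given here is therefore that of the libraries labelled Bmi1-deficient relative to the libraries labelled control. Cdkn2a, which encodes the cell cycle inhibitors p16 and p19 and is a known Bmi1 target, had 14, 9 and 6 reads in the libraries labelled Bmi1-deficient and 1, 1 and 0 reads in the controls. It lay below the filter on low values, and its adjusted p without the filter was 0.151.

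The comparison addresses how expression, adipocyte genes included, differs between stroma of the 2 labelled genotypes. Of 12522 genes tested, 8 rose and 1 fell in the libraries labelled Bmi1-deficient at an adjusted p under 0.05 (limma, Benjamini-Hochberg), and 1412 had an unadjusted p under 0.05. Penk, which encodes the opioid precursor proenkephalin, rose 9.90-fold, from 8.33 ± 1.43 to 82.5 ± 20.6 FPKM (SD, n = 3 each). Cldn11, a tight junction claudin, rose 6.46-fold to 37.3 ± 5.54 FPKM, and Mrap, an accessory protein of the melanocortin receptors, rose 3.97-fold to 59.2 ± 6.16 FPKM (SD, n = 3). The matrix genes Comp, encoding cartilage oligomeric matrix protein, and Col3a1, encoding a chain of type III collagen, rose 5.42-fold and 4.54-fold. Igfbp3, which encodes a binding protein of insulin-like growth factors, fell from 131.6 ± 21.8 to 24.8 ± 7.42 FPKM (SD, n = 3 each).

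Hoxc13, a posterior Hox gene on chromosome 15, had 65, 76 and 88 reads in the libraries labelled Bmi1-deficient and 0, 0 and 2 reads in the controls. Its FPKM were 3.68, 4.09 and 5.58 against 0, 0 and 0.0941, and its adjusted p was 0.0326. The other genes past the threshold, named after their values were seen, were Vtn, encoding the adhesive glycoprotein vitronectin, which rose 19.1-fold to 36.6 ± 4.99 FPKM, and the unnamed gene 2810433D01Rik, which rose 8.19-fold to 4.62 ± 0.266 FPKM (SD, n = 3). Log2 fold changes of the 9 genes, on the log2(FPKM + 1) scale, were 3.81 for Vtn, 3.14 for Penk, 2.53 for Cldn11, 2.39 for Hoxc13, 2.34 for Comp, 2.14 for Col3a1, 1.93 for Mrap, 1.85 for 2810433D01Rik and -2.39 for Igfbp3. Comp overlaps a predicted gene, Gm51533, and the library kit does not mark strand, so reads of the 2 genes cannot be told apart. The count of 9 genes became 1 without control 1, 0 without control 2, 1528 without control 3, 32 without Bmi1-deficient 1 and 0 without either of the other Bmi1-deficient libraries. It was 2441 without control 3 and Bmi1-deficient 1 together. Among the other alternatives fixed beforehand, it fell to 0 with the replicate block, 5 without a low-value filter and 4 with a pseudocount of 0.1. It rose to 13 with upper quartile factors and 31 with at least 10 CPM. With limma-voom and sample quality weights it was 1855, of which 675 were higher and 1180 lower. With the mean of erythroid genes as a covariate it was 12, of which 5 were among the 9. The calls lost there included Comp, Hoxc13 and Igfbp3, although the log2 fold change of Comp was still 2.34. The erythroid mean was 7.79, 7.69 and 4.86 in controls 1, 2 and 3. In the libraries labelled Bmi1-deficient it was 5.83, 5.62 and 5.69. Its spread within groups is thus mostly control 3. No fit with this covariate, here or below, can tell erythroid reads from other differences of control 3. With the mean of haematopoietic genes as a covariate, a fit that leaves 3 residual degrees of freedom, the count was 1 (Penk). Log2 fold changes in that fit stayed similar for Penk (2.78), Comp (2.67), Cldn11 (2.34), Hoxc13 (2.24), Mrap (1.94), Col3a1 (1.90) and Igfbp3 (-2.62). For these genes the lost calls do not show that the differences went away. Values in that fit are not given for Vtn and 2810433D01Rik. The balance of directions also turned: 471 genes rose and 1057 fell without control 3, 6 rose and 26 fell without Bmi1-deficient 1, and 776 rose and 1665 fell without both. Without Bmi1-deficient 1 the low-value filter was applied to the remaining libraries, which left 12191 genes tested. Of the 9 genes, 7 kept their call there. Hoxc13 and 2810433D01Rik lay below 1 FPKM in every control and so fell below the filter in that fit.

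**Figure D1:**
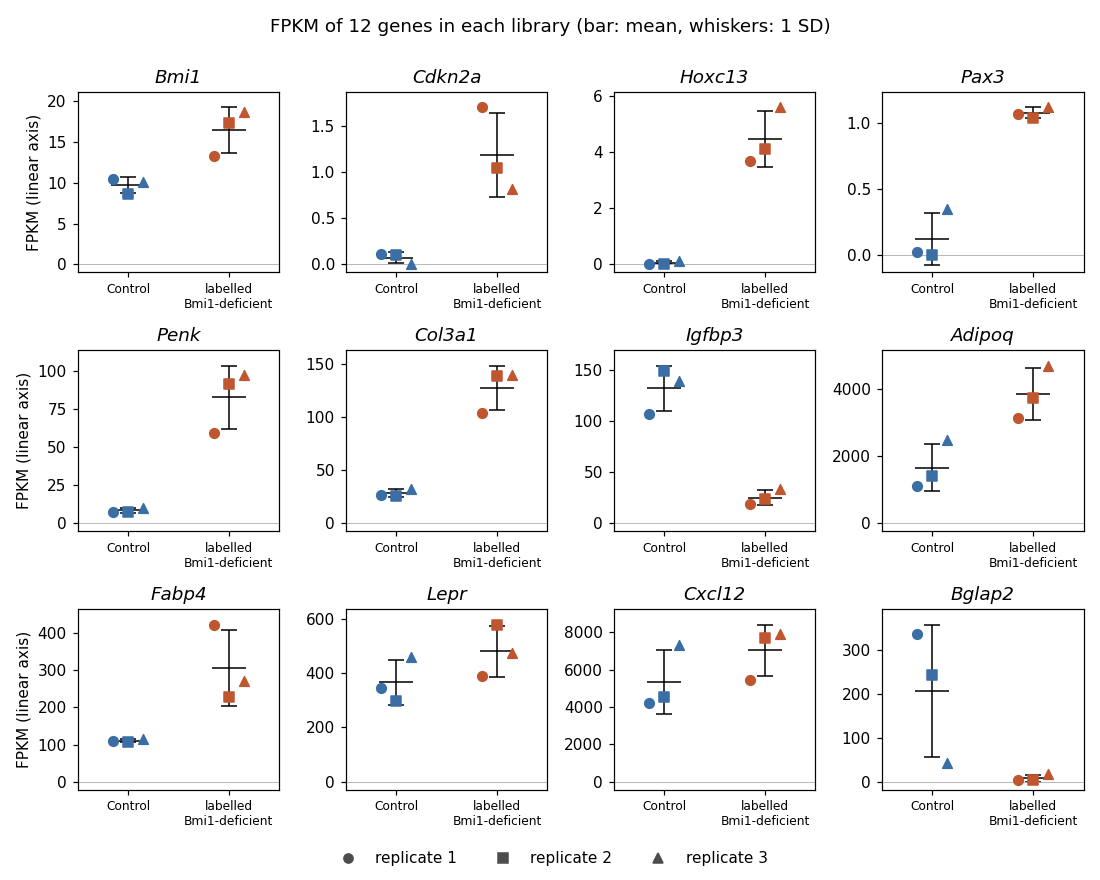
FPKM (vertical axes, linear) of 12 genes in the 3 control libraries and the 3 libraries labelled Bmi1-deficient; each point is 1 library, bars are means and whiskers 1 SD. Bmi1 lay at 13.3 FPKM or above in the libraries labelled Bmi1-deficient and at 10.4 FPKM or below in the controls, and Bglap2 differed among the controls, with 42.6 FPKM in control 3 and 337 FPKM in control 1.

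Gene lists fixed before the data were examined were tested as sets with camera at a preset correlation of 0.01. Of 29 lists, 9 rose and 8 fell at an adjusted p under 0.05, and 0 did so with an estimated correlation, where the smallest adjusted p was 0.396 and 2 lists had an unadjusted p under 0.05. With fry, 0 lists passed, the smallest adjusted p was 0.0566 and 6 lists had an unadjusted p under 0.05.

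Developmental transcription factors were the list with the highest median in the main fit, 0.60 on the log2 scale (adjusted p = 1.74e-09, and adjusted p = 0.396 with an estimated correlation). Of the 23 members tested, 21 had positive values; 0 passed over all genes, while 9 rose and 1 fell adjusted over the list alone. Irx2, an Iroquois homeobox gene, was at 7.68 ± 2.5 against 0.825 ± 0.396 FPKM (SD, n = 3 each), with an adjusted p of 0.0612 over all genes. The paired box gene Pax9 was at 3.18 ± 0.575 against 0.443 ± 0.199 FPKM, and the homeobox gene Six2 at 5.56 ± 2.79 against 1.04 ± 0.584 FPKM (SD, n = 3 each). Tbx2, a T-box repressor, was the member that fell, at 2.36 ± 0.664 against 5.42 ± 0.166 FPKM (SD, n = 3 each). Pax3, a regulator of muscle and neural crest development, had 48, 49 and 45 reads against 1, 0 and 19 reads, with a log2 fold change of 0.90 ± 0.27 (SE) and an adjusted p of 0.338. Hox genes had a median of 0.33 (adjusted p = 1.01e-06, and adjusted p = 0.396 with an estimated correlation), 21 of 25 tested members had positive values, and 1 rose over all genes against 6 adjusted over the list alone. These were Hoxc13, Hoxb7, Hoxd8, Hoxb6, Hoxb5 and Hoxb3. The Hox median was 0.21 without control 1, 0.20 without Bmi1-deficient 1 (adjusted p = 0.0334) and 0.64 with the pan-haematopoietic covariate. Without Bmi1-deficient 1 only 20 Hox genes passed the low-value filter, so that median is not over the same genes. Without control 3 and Bmi1-deficient 1 together, with 25 tested, the Hox median was 0.30 (adjusted p = 0.00421). The median of the developmental factors was 0.30 without a low-value filter, below the 0.44 of interferon response genes. With the pan-haematopoietic covariate it was 0.61, below the 0.83 of endothelial genes. Hoxb7 was at 3.55 ± 0.263 against 0.225 ± 0.161 FPKM (SD, n = 3 each). Hoxb3, Hoxb5, Hoxb6, Hoxd8, Irx2 and Pax9 overlap other annotated genes, so their reads are uncertain, as are those of Nr2f2, Ccl19, Lgr5, Spon1, Igf1, Gli1, Phex, Runx2, Des, Mylk, Notch3, C3, Eng, Stab2, Ncam1, Srgn, Cd74 and Ddx3y below.

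Among adipocyte effector genes 16 of 23 tested members had positive values, with a median of 0.25 (adjusted p = 0.0291, and adjusted p = 0.451 with an estimated correlation). The mean log2(FPKM + 1) of the list was 4.48, 4.37 and 4.36 in controls 1, 2 and 3. It was 4.85, 4.57 and 4.71 in the libraries labelled Bmi1-deficient, all above the controls. No member passed over all genes and 1, Fabp4, rose adjusted over the list alone. Fabp4, the fatty acid binding protein of adipocytes, was at 306 ± 102 against 110.8 ± 3.44 FPKM (SD, n = 3 each, log2 fold change 1.41 ± 0.26 SE, adjusted p = 0.136). Adipoq, which encodes adiponectin, was at 3849 ± 775 against 1653 ± 713 FPKM (SD, n = 3 each), with a log2 fold change of 1.28 ± 0.41 (SE) and an adjusted p of 0.366; its 3 values were above all 3 controls. The list call ended without control 3 (adjusted p = 0.181), without Bmi1-deficient 1 (0.125), without both (0.224), without a low-value filter (0.115) and with at least 10 CPM (0.134), and the median was 0.39 without control 1. Lpl, the lipoprotein lipase, had a log2 fold change of 0.77 ± 0.44 (SE, adjusted p = 0.485). Adipogenic regulators did not pass (median 0.32, adjusted p = 0.0731), but did without control 3 (median 0.33, adjusted p = 0.0392). Their mean log2(FPKM + 1) was 3.43, 3.53 and 3.68 in the controls and 3.77, 3.70 and 3.74 in the libraries labelled Bmi1-deficient. In that list, Pparg and Cebpa, which drive adipocyte differentiation, had log2 fold changes of 0.48 ± 0.38 and 0.35 ± 0.36 (SE, adjusted p = 0.582 and 0.67), and Ebf1 was at 62.1 ± 3.79 against 44.2 ± 11.7 FPKM (SD, n = 3 each, adjusted p = 0.439). Single control libraries decided several of these values. Without control 3, Adipoq, Lpl and Pparg passed at 1.61, 1.29 and 0.94 (adjusted p = 0.0267, 0.0183 and 0.0183) and Cebpa was at 0.74 (adjusted p = 0.0811). Fabp4 also passed there, at 1.43 (adjusted p = 0.0249), but control 3 did not decide its value. It was at 110.6, 107.4 and 114.3 FPKM in controls 1, 2 and 3. Its unadjusted limma p rose from 0.00086 to 0.00158 without control 3. Its call thus came from the adjustment, in a fit where 1528 genes passed. Without control 1, Lpl was at 0.44, Pparg at 0.26 and Cebpa at 0.065, and without control 2, Pparg was at 0.23. The direction turned with the erythroid covariate for Pparg (-0.034) and Cebpa (-0.096), and with the pan-haematopoietic covariate for Cebpa (-0.082). Since the erythroid mean varied within groups mostly through control 3, its turns cannot be assigned to erythroid reads.

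Haematopoietic niche factors rose as a list, with a median of 0.42 (adjusted p = 0.000703, and adjusted p = 0.589 with an estimated correlation) and 4 of 20 members rising adjusted over the list alone: Ccl19, Spon1, Flt3l and Igf1. With the pan-haematopoietic covariate its median was 0.20 and the call ended (adjusted p = 0.063), and the median was 0.15 with the erythroid covariate and 0.67 without control 3. Ccl19, a chemokine of lymphoid stroma, was at 34.6 ± 6.28 against 13.2 ± 3.54 FPKM (SD, n = 3 each, adjusted p = 0.122 over all genes). Cxcl12, the chemokine that retains blood stem cells, had a log2 fold change of 0.42 ± 0.44 (SE, adjusted p = 0.674), which was 0.67 without control 3, 0.27 without control 1, 0.066 with the pan-haematopoietic covariate and 0.13 with the erythroid covariate. Kitl, encoding stem cell factor, had -0.02 ± 0.27 (SE, adjusted p = 0.975), a sign that turned with upper quartile factors. Marrow stromal markers rose as a list, with a median of 0.38 (adjusted p = 0.000493, and adjusted p = 0.451 with an estimated correlation). In that list Nr2f2, a nuclear receptor, was at 8.93 ± 0.873 against 2.88 ± 0.213 FPKM (SD, n = 3 each, adjusted p = 0.0568), and Lepr, the leptin receptor that marks these cells, had a log2 fold change of 0.39 ± 0.27 (SE, adjusted p = 0.534). Lepr was at 0.25 without control 2 or Bmi1-deficient 2, 0.095 with the pan-haematopoietic covariate and 0.20 with the erythroid covariate. The median of the stromal marker list was 0.15 with the pan-haematopoietic covariate and 0.21 with the erythroid covariate, and its call held (adjusted p = 0.0227 and 0.00195). Nr2f2 and Gli1 rose adjusted over the list alone. Extracellular matrix genes had a median of 0.33 (adjusted p = 0.00159, and adjusted p = 0.589 with an estimated correlation); 1 of 39 passed over all genes, and 5 rose and 1 fell adjusted over the list alone. The matrix median was 0.16 without control 2, 0.52 without control 3, 0.21 without Bmi1-deficient 3, 0.070 with the erythroid covariate and 0.00017 with the pan-haematopoietic covariate, where the call ended (adjusted p = 0.709). Col6a3, a chain of type VI collagen, was at 11.9 ± 2.34 against 3.15 ± 0.764 FPKM, and the collagenase Mmp13 at 69.6 ± 44.4 against 241 ± 83.9 FPKM (SD, n = 3 each).

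The osteoblast list fell, with a median of -0.91 (adjusted p = 5.03e-05, and adjusted p = 0.589 with an estimated correlation). The mean log2(FPKM + 1) of the list was 7.21, 6.78 and 5.93 in controls 1, 2 and 3 and 5.23, 5.31 and 5.85 in the libraries labelled Bmi1-deficient, so control 3 lay close to the latter, and the median was -0.58 with the erythroid covariate. No member passed over all genes, and 2 rose and 12 fell adjusted over the list alone. Osterix, encoded by Sp7, was at 12.1 ± 1.96 against 29.1 ± 10.3 FPKM (SD, n = 3 each, adjusted p = 0.233). Bglap2, an osteocalcin gene, was at 337, 243 and 42.6 FPKM in the controls and at 3.20, 3.05 and 17.0 FPKM in the libraries labelled Bmi1-deficient (adjusted p = 0.155), and its reads are uncertain because of its near-identical copies. Runx2, the osteoblast master regulator, had a log2 fold change of 0.01 ± 0.17 (SE, adjusted p = 0.989), and Phex and Mepe, genes of the later osteocyte stage, were the members that rose. Chondrocyte genes did not pass as a list (median -0.31, adjusted p = 0.798), with 3 rising, Comp among them, and 3 falling adjusted over the list alone. With 1 library left out, the chondrocyte median ran from -0.65 without Bmi1-deficient 1 to -0.088 without control 1.

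Proliferation genes had negative values in 29 of 29 members, with a median of -1.28 (adjusted p = 1.99e-09, and adjusted p = 0.589 with an estimated correlation), and no member passed on its own. E2f1, an S phase transcription factor that overlaps Necab3, was at 0.924 ± 0.420 against 4.04 ± 2.08 FPKM (SD, n = 3 each, adjusted p = 0.325). Ribosomal protein genes had a median of -0.67 with 53 of 53 negative (adjusted p = 1.56e-10, and adjusted p = 0.589 with an estimated correlation), and Rpl15 was at 45.8 ± 2.18 against 90.5 ± 38.2 FPKM (SD, n = 3 each, adjusted p = 0.427). Oxidative phosphorylation genes had a median of -0.32 (adjusted p = 2.17e-07, and adjusted p = 0.589 with an estimated correlation), with Atp5g1 at 65.5 ± 6.01 against 140.1 ± 65.3 FPKM (SD, n = 3 each, adjusted p = 0.398). Controls 1 and 2 alone carried these differences: control 3 (3.23) lay within the range of the libraries labelled Bmi1-deficient (3.78, 3.56 and 3.03) in the mean log2(FPKM + 1) of proliferation genes. The mean log2(FPKM + 1) of control 3 was the lowest of the 6 libraries for ribosomal protein genes (7.40) and for oxidative phosphorylation genes (6.84). Medians of the proliferation, ribosomal protein and oxidative phosphorylation lists were -2.08, -1.06 and -0.59 without control 3 and -0.36, -0.25 and -0.12 with the erythroid covariate. Without control 2 they were -0.32 for ribosomal protein and -0.18 for oxidative phosphorylation genes, and with the pan-haematopoietic covariate -0.63 for proliferation and -0.34 for ribosomal protein genes. Markers of other marrow cells fell beside these lists. Medians were -2.39 for neutrophils (adjusted p = 3.23e-07, and adjusted p = 0.589 with an estimated correlation), -1.45 for pan-haematopoietic genes (adjusted p = 5.73e-05, and adjusted p = 0.589 with an estimated correlation), -1.05 for erythroid genes (adjusted p = 0.00101, and adjusted p = 0.589 with an estimated correlation) and -1.08 for lymphocyte genes (adjusted p = 0.0431, and adjusted p = 0.595 with an estimated correlation).

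The libraries of 1 group differed in these markers. Neutrophil genes took 1.998%, 3.43% and 0.840% of reads in controls 1, 2 and 3, and 2.21%, 0.110% and 0.135% in the libraries labelled Bmi1-deficient 1, 2 and 3. The 95% Wilson intervals, which cover counting error only, were 0.833% to 0.846% for control 3 and 2.20% to 2.22% for Bmi1-deficient 1. Erythroid genes took 3.22%, 3.63% and 0.356% against 1.02%, 0.846% and 1.48%. Lymphocyte genes took 0.0179%, 0.0239% and 0.0148% against 0.110%, 0.00424% and 0.00227%, so Bmi1-deficient 1 lay above every control although the list median was negative. Of the 7466 reads of this list in Bmi1-deficient 1, 3142 came from Cd74 and 1914 from H2-Aa. Most of that share thus rests on antigen presentation genes, and which cells carried them was not tested. The lymphocyte call ended without any 1 of the libraries except Bmi1-deficient 1 (adjusted p = 0.073 to 0.519), with medians from -1.50 without control 3 to -0.055 without Bmi1-deficient 3. It also ended without a filter (0.323), with at least 10 CPM (0.291) and with the erythroid (0.29) and pan-haematopoietic (0.125, median 0.42) covariates. Without Bmi1-deficient 1 its median was -2.15 (adjusted p = 5.65e-08). The erythroid call ended without control 1 (median -0.47, adjusted p = 0.0557), and its median was -2.01 without control 3. With the pan-haematopoietic covariate the erythroid and neutrophil calls ended (medians -0.40 and -0.26, adjusted p = 0.142 and 0.063). Without Bmi1-deficient 1 the neutrophil median was -3.67 and the pan-haematopoietic one -2.52, which was -0.90 without Bmi1-deficient 2. The exact two-sided permutation p was 0.3 for the neutrophil share and 0.4 for the erythroid share (adjusted p = 0.42 and 0.467 over 7 library measures). S100a8 and S100a9, the most abundant neutrophil genes, had log2 fold changes of -2.48 ± 1.2 and -2.42 ± 1.21 (SE), and the globin genes Hbb-bs and Hba-a2 had -0.47 ± 0.99 and -0.57 ± 0.93 (SE); globin copies share reads. The pan-haematopoietic genes Coro1a and Srgn had -1.61 ± 1.0 and -1.04 ± 0.65 (SE). Leaving out 1 library gave Coro1a values from -2.68 without Bmi1-deficient 1 to -0.53 without Bmi1-deficient 2. Tyrobp, of the macrophage list, had -2.62 ± 1.15 (SE). Vcam1, in that list and in the niche factor list, had 0.44 ± 0.32 (SE). Marrow stromal cells also express it, and it was at 534 and 501 FPKM in Bmi1-deficient 2 and 3, where Tyrobp was at 13.4 and 17.2 FPKM. The antigen presentation genes Cd74 and H2-Aa had -0.74 ± 1.55 and -0.23 ± 1.47 (SE). On a principal component analysis, component 1 held 54.3% of the variance; controls 1 and 2 lay at -47.0 and -54.3, control 3 at 17.97, and Bmi1-deficient 1, 2 and 3 at -0.052, 41.4 and 42.0. Bmi1-deficient 1 thus lay below control 3.

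**Figure D2:**
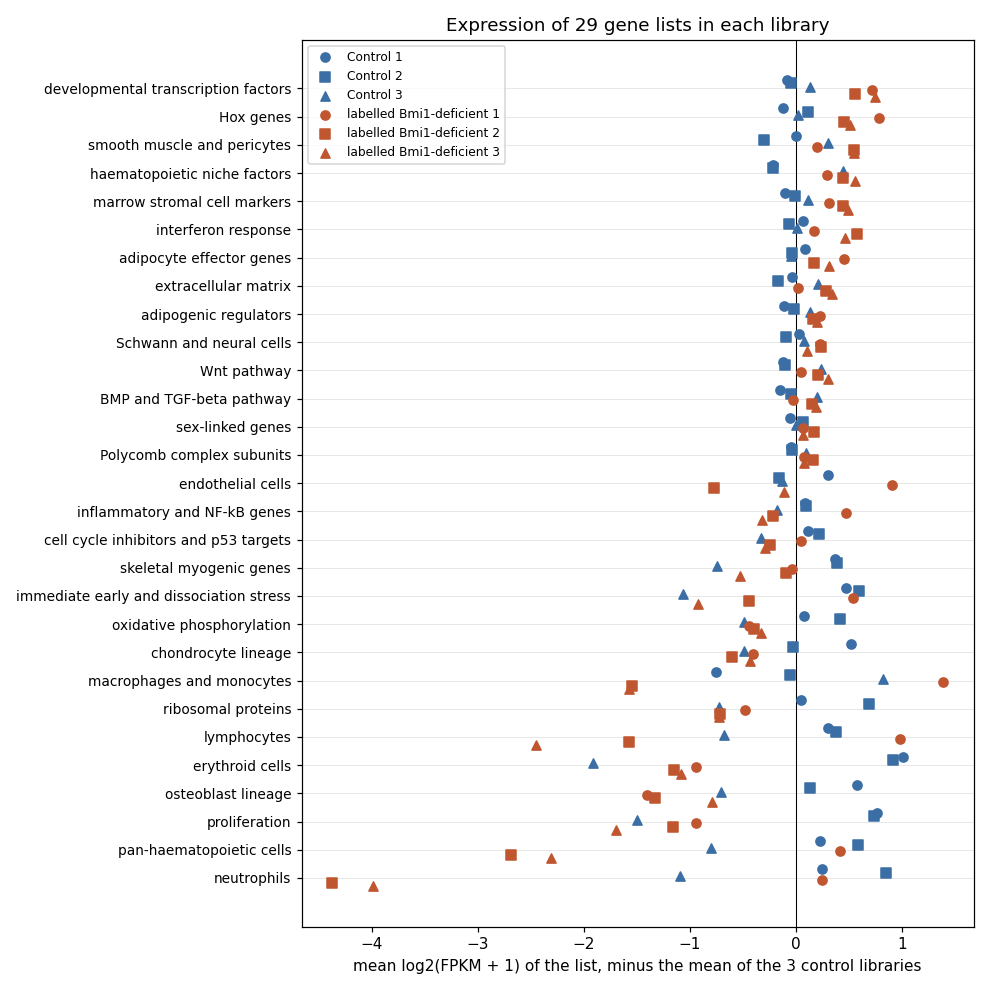
Mean log2(FPKM + 1) of each of 29 gene lists per library, minus the mean of the 3 controls (horizontal axis, log2 units); each point is 1 library, circles, squares and triangles are replicates 1, 2 and 3, and blue and orange are control and labelled Bmi1-deficient. Developmental transcription factors and Hox genes lay above all controls in the 3 libraries labelled Bmi1-deficient. So did other lists, adipogenic regulators, adipocyte effector genes, marrow stromal markers and interferon response genes among them. Proliferation, erythroid and osteoblast genes set controls 1 and 2 apart from the other 4 libraries.

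Interferon response genes rose as a list, with positive values in 25 of 27 members and a median of 0.46 (adjusted p = 7.19e-07, and adjusted p = 0.565 with an estimated correlation), which was 0.22 with the pan-haematopoietic covariate; Ifi44 was at 15.4 ± 2.74 against 6.60 ± 2.39 FPKM (SD, n = 3 each, adjusted p = 0.255). Smooth muscle and pericyte genes had a median of 0.35 (adjusted p = 0.00359, and adjusted p = 0.565 with an estimated correlation), and 1, Des, rose adjusted over the list alone; its abundant members Mylk and Notch3 had 0.25 ± 0.20 and 0.12 ± 0.29 (SE). The smooth muscle median was 0.11 without control 2 and 0.67 without control 3, and the call ended with the pan-haematopoietic covariate (median 0.19, adjusted p = 0.205) and with the erythroid covariate (median 0.17, adjusted p = 0.0684). Wnt pathway genes had a median of 0.25 (adjusted p = 0.0371, and adjusted p = 0.589 with an estimated correlation), and Lgr5 and Dkk2 rose adjusted over the list alone. The Wnt call ended without control 1 or 2 (adjusted p = 0.181 and 0.131), where the median was only 0.098 and 0.0060 (0.48 without control 3), and ended without Bmi1-deficient 2 or 3 (0.0666 and 0.108), without a low-value filter (0.279, median 0.11), with the pan-haematopoietic covariate (0.728, median 0.017) and with the erythroid covariate (0.448, median -0.071). Lgr5, a receptor for R-spondins, was at 11.1 ± 3.43 against 3.22 ± 0.901 FPKM (SD, n = 3 each, adjusted p = 0.122).

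The remaining lists did not pass. BMP and TGF-beta pathway genes had a median of 0.27 (adjusted p = 0.121) and passed without control 3 (median 0.32, adjusted p = 0.00972). Their median was 0.14 without control 1, 0.15 without Bmi1-deficient 2 and 0.14 without Bmi1-deficient 3 (adjusted p = 0.425, 0.373 and 0.593). It was 0.22 without control 2 and 0.31 without Bmi1-deficient 1. Polycomb subunits had a median of 0.05 (adjusted p = 0.129). Cell cycle inhibitors and p53 targets had a median of -0.20 (adjusted p = 0.424), with Cdkn1c at 49.3 ± 2.18 against 32.4 ± 9.20 FPKM (SD, n = 3 each, adjusted p = 0.398). The median of that list ran from -0.25 without control 3 to -0.080 without control 2 when 1 library was left out. It was -0.044 with the erythroid covariate. Inflammatory genes had a median of 0.19, a mean of -0.02 and a test direction upward (adjusted p = 0.255), and complement gene C3 was at 125.9 ± 14.8 against 45.6 ± 16.3 FPKM (SD, n = 3 each, adjusted p = 0.122). Leaving out 1 library gave inflammatory medians from 0.075 without control 2 to 0.19 without control 3. The list passed with the pan-haematopoietic covariate (median 0.23, adjusted p = 0.0194). Skeletal myogenic genes had a median of -0.65 and a test direction upward (adjusted p = 0.798), with Myl1 at 3.41 ± 1.41 against 0.603 ± 0.293 FPKM (SD, n = 3 each). The myogenic median ran from -1.04 without Bmi1-deficient 1 to -0.40 without control 1 when 1 library was left out. It was -0.13 without a low-value filter. Immediate early genes had a median of -0.15 (adjusted p = 0.186). They passed downward without control 3 (-0.53, adjusted p = 0.00352) or Bmi1-deficient 1 (-0.44, adjusted p = 0.00154) and upward with the pan-haematopoietic covariate (0.60, adjusted p = 0.00403). In the 6 libraries Fos and Jun were at 0.45 ± 0.86 and 0.46 ± 0.71 (log2 fold change, SE). Macrophage and monocyte genes had a median of -0.45 (adjusted p = 0.32), and passed without Bmi1-deficient 1 (-1.56, adjusted p = 1.21e-05). Their share of reads did not follow that sign, at 0.133%, 0.140% and 0.276% in controls 1, 2 and 3 against 0.261%, 0.210% and 0.187%. Most of these reads came from Vcam1, with 8456 of 10484 in control 1 and 15306 of 15673 in Bmi1-deficient 2. Endothelial genes had a median of 0.04 (adjusted p = 0.788) and passed without Bmi1-deficient 2 (0.49, adjusted p = 0.0209) and with the pan-haematopoietic covariate (0.83, adjusted p = 0.000157), with Eng and Stab2 at 0.37 ± 0.17 and -0.07 ± 0.59 (log2 fold change, SE). Schwann and neural genes had a median of 0.28 (adjusted p = 0.262), with Pmp22 and Ncam1 at 0.47 ± 0.26 and 0.04 ± 0.16. With 1 library left out, their median ran from 0.090 without Bmi1-deficient 1 to 0.39 without control 3. Sex-linked genes had a median of 0.06 (adjusted p = 0.525), with Ddx3y and Eif2s3y at -0.11 ± 0.18 and 0.12 ± 0.20.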

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

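Chosen after seeing the data were voom without weights, TMM factors, both covariates, upper quartile factors for lists and leaving out control 3 and Bmi1-deficient 1 together; the direction of a list was read from its median, a choice also made after the values were seen. Unless a cause is named, the cause was not tested. The count of 9 genes past the threshold became 5 without a low-value filter and 4 with a pseudocount of 0.1. It became 31 with at least 10 CPM (10009 genes tested) and 21 with limma-voom. With limma-voom and sample quality weights it was 1855 (675 higher, 1180 lower), and without control 3 and Bmi1-deficient 1 it was 2441. With the pan-haematopoietic covariate (3 residual degrees of freedom) it was 1. Log2 fold changes there stayed near their size for Penk at 2.78, Comp 2.67, Mrap 1.94 and Igfbp3 -2.62. With the erythroid covariate it was 12 (10 higher, 2 lower), 5 of them among the 9. Calls lost there included Comp (log2 fold change 2.34) and Hoxc13, both at an adjusted p of 0.0804, and Igfbp3 at 0.0605. Leaving out 1 library gave 0 to 1528: 1 without control 1, 0 without control 2, 1528 without control 3, 32 without Bmi1-deficient 1, and 0 without Bmi1-deficient 2 or 3. For those counts of 0, limma gave 689, 799 and 794 genes at an unadjusted p under 0.05. All 9 were among the calls without control 3, where 18 other named genes gained a call. Without control 1 or control 2, 7 named genes lost theirs, and without Bmi1-deficient 2 or 3, 6 did. Cldn11, Col3a1 and Comp lost their calls in each of those fits, but their log2 fold changes stayed near the main values. These ran from 2.30 to 2.59 for Cldn11 (main 2.53), 2.06 to 2.10 for Col3a1 (main 2.14) and 2.28 to 2.52 for Comp (main 2.34). Of the 17 lists, 0 passed with an estimated correlation and 0 with fry; the other alternatives gave 12 to 19 lists, of which 9 were shared with the 17 under the pan-haematopoietic covariate. Calls of the adipocyte effector, niche factor, Wnt, matrix, erythroid, neutrophil, lymphocyte and smooth muscle lists ended in at least 1 of those other alternatives. Among them, the call of the pan-haematopoietic list ended only with its own mean as covariate, an outcome fixed by construction. Calls of the adipogenic regulator, BMP and TGF-beta, inflammatory, immediate early, macrophage and endothelial lists were gained in at least 1. The log2 fold change of Bmi1 passed the threshold at 0.82 with voom quality weights (adjusted p = 0.0278) and at 0.86 without control 3 and Bmi1-deficient 1 (adjusted p = 0.0215), and its adjusted p ranged to 0.813 over the alternatives. Upper quartile and TMM factors shifted the median of all genes by 0.0445 and 0.00346. Median-of-ratios factors moved nothing, since the deposited values carry them. The planned count tests, a quasi-likelihood fit and a negative binomial Wald test, were not run: the deposited unit is FPKM, and limma-voom on the recovered reads was the count-type test used.

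The replicate numbers gave no clear pairing of the samples, but these values do not exclude one. Deviations of same-numbered libraries correlated at 0.0834, -0.163 and 0.17 for numbers 1, 2 and 3. The highest correlation with another control was 0.295, 0.2 and 0.00355, so only number 3 correlated best with its own. With the replicate block, limma called 0 genes, with 1610 at an unadjusted p under 0.05 against 1412 without the block. Camera called 18 lists, adding adipogenic regulators (adjusted p = 0.044), and Bmi1 stayed at 0.69.

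Signs turned in these cases, given as log2 fold changes or list medians. With the mean of its own list as covariate, a list or member loses its shared change by construction. This holds for the pan-haematopoietic list, Coro1a and Srgn, and with the erythroid covariate for Hba-a2 and Hbb-bs. With the pan-haematopoietic covariate: Cd74 1.89, Cebpa -0.082, Coro1a 0.16, H2-Aa 2.34, Hba-a2 0.044, Hbb-bs 0.045, Notch3 -0.084, Runx2 -0.10, Srgn 0.10, Stab2 0.84, cell cycle inhibitors 0.082, BMP and TGF-beta pathway -0.0069, immediate early genes 0.60, macrophages and monocytes 0.39, lymphocytes 0.42 and pan-haematopoietic cells 0.088. With the erythroid covariate: Cebpa -0.096, Hba-a2 0.67, Hbb-bs 0.81, Notch3 -0.25, Pparg -0.034, Runx2 -0.070, Wnt pathway -0.071 and immediate early genes 0.32. These turns rest mostly on control 3, which sets most of the spread of that covariate within groups. Without control 3 and Bmi1-deficient 1: Fos -0.93, Jun -0.73, Kitl 0.24, Ncam1 -0.011 and endothelial cells -0.62. With voom quality weights: Fos -0.36, Jun -0.26 and Kitl 0.092. Endothelial cells had -0.052 without a filter, and Kitl 0.029 with upper quartile factors. Leaving out 1 library gave Cd74 -2.76 to 0.42, Fos -0.45 to 1.12, H2-Aa -2.15 to 0.98, Hba-a2 -1.69 to 0.10, Hbb-bs -1.63 to 0.14, Jun -0.37 to 0.91, Kitl -0.24 to 0.20, Ncam1 -0.035 to 0.11, Notch3 -0.048 to 0.45, Runx2 -0.086 to 0.072, Stab2 -0.80 to 0.37, immediate early genes -0.53 to 0.13, macrophages and monocytes -1.56 to 0.051, endothelial cells -0.45 to 0.49 and sex-linked genes -0.0039 to 0.13.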

Other observations

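Chosen after the result was seen were the tests with the pan-haematopoietic covariate as the whole cause of the higher Hox and developmental genes, with the erythroid covariate, of Cdkn2a, and of whether haematopoietic content follows the group. Cholesterol synthesis was not among the fixed lists; genes of smallest p, Sqle and Msmo1 among them, raised the hypothesis that sterol synthesis genes are higher as a set in the libraries labelled Bmi1-deficient. Sqle was at 21.3 ± 1.80 against 7.34 ± 1.28 FPKM and Msmo1 at 14.2 ± 1.08 against 5.33 ± 0.709 FPKM (SD, n = 3 each; limma adjusted p = 0.0588 and 0.0612). With the genes that raised it left out, 17 of 22 other members had positive values, with a median of 0.40 and a camera p of 0.000159, but p = 0.052 with an estimated correlation.

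Hox and developmental transcription factor genes, 48 together, had a median log2 fold change of 0.47. Low expression or depth as the cause is argued against by random lists matched on expression: the median lay at percentile 100 of 10000 lists, whose central 95% ran from -0.13 to 0.12. The test on haematopoietic reads fixed in advance cannot decide. The group difference of the gap to 36 stromal reference genes was 0.107 ± 0.243 (SE). That lay within 2 SE, the outcome predicted if fewer haematopoietic reads raised every stromal gene. A gap near the size of the whole effect would also have stayed within 2 SE. With the pan-haematopoietic covariate, chosen afterwards, the median was 0.61 (0.613; SE of the list score 0.161) while the stromal reference went from 0.40 to 0.16, which argues against those reads as the whole cause; a part of it, and a loss of Polycomb repression, stay open.

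Proliferation and ribosomal protein genes were lower, with medians of -1.28 and -0.67. With the pan-haematopoietic covariate the proliferation median was -0.633, beyond the bound of -0.5 set in advance, but the SE of the list score, a requirement added after that value was seen, was 0.979, so reads from haematopoietic cells cannot be told apart from another cause. With the erythroid covariate, tried after that, it was -0.360 (SE 0.271), which is also undecided, and the ribosomal median was -0.34 and -0.25 with these covariates. Haematopoietic content did not separate the groups: 1 library labelled Bmi1-deficient had a pan-haematopoietic mean at or above the lowest control, and 1 library excludes no effect of genotype. S100a8 reached 20373 ± 15139 FPKM in the controls (SD, n = 3) and 19476 FPKM in Bmi1-deficient 1, although the cells had been sorted. It was at 1128 and 1160 FPKM in Bmi1-deficient 2 and 3.

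Bmi1 itself was higher, by 0.69 (0.693), in the libraries labelled Bmi1-deficient. The lowest value there of Cdkn2a, which Bmi1 is known to repress, was 0.815 FPKM against at most 0.113 FPKM in the controls. That direction is opposite to an exchange of all labels. It rests on few reads of a gene below the filter on low values, so it cannot exclude such an exchange. The Hox and developmental transcription factor genes, with a median of 0.47 over 48 genes, also ran opposite to an exchange. The cause of their rise stays open, and the level of Bmi1 itself goes with an exchange, so the labels stay unsettled. With the pan-haematopoietic covariate Bmi1 stayed at 0.493 ± 0.196 (SE; adjusted p = 0.734), more than 2 SE above 0, which argues against haematopoietic content as the whole cause. Reads from exons outside the deleted part may account for it; whole-gene values keep this open.

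Of the 10 splits of the 6 libraries into 3 and 3, 2 called at least 9 genes, the real one included. The real split called 9 and the highest other split called 39. For lists, 2 splits, the real one included, gave at least as many, with 17 in the real split and 18 in the highest other. The 10 splits are too few for a share under 0.05. In both cases the highest other split was the exchange of control 3 with Bmi1-deficient 1, and its 39 genes point to a structure of the samples.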
